A study of Homo sapiens with 8 samples. Its data were reported in "Rapid Transient Transcriptional Adaptation to Hypergravity in Jurkat T Cells Revealed by Comparative Analysis of Microarray and RNA-Seq Data" (2021).

How the data were processed

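Jurkat T cells were exposed to 9g for 15 min or kept at 1g, and RNA was measured on Affymetrix Human Transcriptome Array 2.0 arrays, 4 per group. According to the methods of the study, more samples per condition were prepared and those with the highest RNA integrity were used. The centrifuge run of each sample is not given in the labels used here, so runs could not be tested as batches. The authors' processing notes name RMA, oligo and limma without versions, and the methods of the study give a Bioconductor release for both packages. The deposited table holds log2 values per transcript cluster, background-corrected, quantile normalised and summarised by the authors with RMA. Background correction and slide could not be varied from these summarised values, and the table holds no control probesets.

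Each of the 8 columns was mapped to its sample by its label, and groups were taken from the sample titles. Gene names came from the platform annotation, updated through Entrez identifiers with a RefSeq table of assembly GRCh38.p14, which also gave gene types and gene spans. No coordinates are printed because the build of the array annotation is not given in the sources used here. Chromosomes were read from the transcript cluster identifiers. Of 52118 transcript clusters, 22761 had 1 gene symbol, 1391 had several and 27966 had no listed gene. Of those with 1 symbol, 22474 matched the RefSeq table. A gene with several transcript clusters (407 genes) was read from the cluster with the highest mean, giving 21558 genes, of which 21282 had a gene type. Some 1810 rows share all 8 values with another row.

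Differences were tested with limma (version 3.58.1, in R 4.3.3) by lmFit and eBayes on the log2 values of all 8 arrays with no covariates, with Benjamini-Hochberg adjustment over all transcript clusters and a threshold of 0.05. The moderated test had 8.92 degrees of freedom. Gene lists, 36 in number and fixed before the data were examined, were tested on genes with camera at a preset correlation of 0.01, two-sided, where at least 5 members were measured. The list of mitochondrially encoded genes had 0 measured members, so 35 lists were tested. Camera with an estimated correlation, fgsea (version 1.28.0) and fry were alternatives, and fgsea gave no value for the microRNA and the antisense and LINC lists. Shares per chromosome and by gene type were tested with Fisher's exact test. Genes named in the text were chosen by a rule fixed before the data were examined. The rule took the 10 largest increases and 10 largest decreases of protein-coding genes past the threshold without overlap between the groups, the 3 largest of each direction among other types, the 11 genes the study discusses, and up to 4 members with the smallest p of each list.

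The limma test was checked on simulated data for hypg15 against Ctrl over 52118 rows. It recovered 41 of 100 changes of 0.3 and 78 of 100 changes of 0.6 on the log2 scale, with 5 false calls (4.03% of calls). Camera, run on a sample of simulated rows, called 0 of 20 unshifted lists. Simulated rows varied independently, while genes of real lists were correlated, with an estimate of 0.44 for the SR and hnRNP list. The check therefore does not show how camera behaves on lists whose genes vary together. Alternatives were a replicate block, leaving out each array, a filter on dim transcript clusters, only transcript clusters with 1 symbol, the mean of all clusters of a gene, centring on the brightest or the dimmest 33.3% of transcript clusters, cyclic loess, quantile normalisation, a trended and robust eBayes, array weights, a threshold of 0.01 and, for chromosomes, a protein-coding background.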

Results

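Jurkat T cells, a human leukaemia line used as a model of T lymphocytes, were exposed to 9g on a pipette centrifuge for 15 min (hypg15). Control cells stayed at 1g in pipettes that were not centrifuged (Ctrl). Effects of gravity and of the centrifugation itself can therefore not be told apart. Gene expression was measured with 4 arrays per group. The table held log2 values of 52118 transcript clusters per array, where a transcript cluster is the set of probes that reads the transcripts of a locus. Correlations between arrays were 0.992 to 0.996 across transcript clusters, and median log2 values were 5.78 to 5.83. The first principal component held 33.7% of the variance and separated the groups, with Ctrl replicate 4 at -5.78 and the other Ctrl arrays at -20.7 to -18.3, while the hypg15 arrays lay at 11.4 to 21.7. The number of arrays limits the precision of every value given here. Samples were exposed in separate pipettes according to the methods, which do not say whether the pipettes were filled from separate cultures, so p-values measured the spread between these samples.

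**Figure D1:**
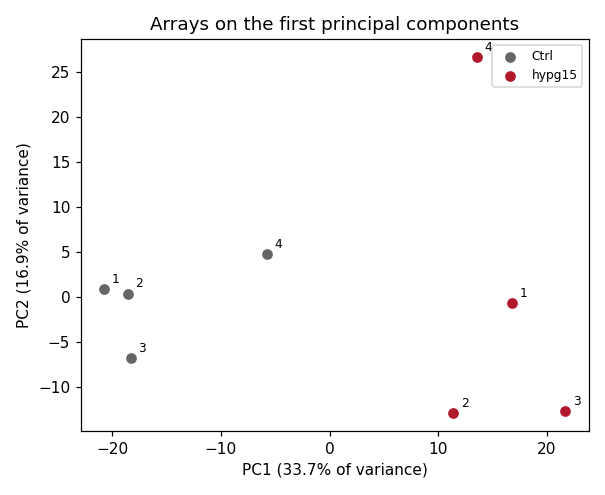
The 8 arrays on principal components 1 (33.7% of variance) and 2 (16.9%), with the replicate number beside each point. Ctrl replicate 4 lies nearest to the hypg15 arrays on component 1 (-5.78), and hypg15 replicate 4 lies apart on component 2 (26.7).

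The comparison of hypg15 with Ctrl asked which transcripts differed after 15 min of hypergravity. Most genes that changed fell, and they included genes of mitosis and protein turnover and a few of the T cell surface. COPS2, a subunit of the COP9 signalosome that controls ubiquitin ligases, fell the most among protein-coding genes, to 49.7% of the Ctrl level (log2 change -1.01 ± 0.10, SE, n = 4 per group, limma adjusted p = 0.00132). GPR174, a lymphocyte receptor for lysophosphatidylserine, fell to 53.5% and TOP2A, the topoisomerase that untangles DNA in mitosis, to 55.6%. PTPRC, which encodes the phosphatase CD45, fell to 57.7% of the Ctrl level, and ROCK1, a kinase acting on the actin cytoskeleton, to 58.3%. The chromatin remodeller CHD1 fell to 56.6%, the ubiquitin ligase MARCHF7 to 57.1%, the kinesin heavy chain KIF5B to 57.8%, the cell cycle kinase CDK6 to 58.1% and the lipid transfer protein VPS13C to 58.4%. Among genes of other types, the largest decreases were in the pseudogenes SKP1P1, ZNF849P and HMGB1P5, at 59.3%, 60.3% and 62.8%, which are uncertain because probes of a pseudogene can also read a gene of similar sequence.

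In total, 2310 of 52118 transcript clusters passed an adjusted p of 0.05 in limma, of which 425 were higher and 1885 lower. At an unadjusted p below 0.05 there were 10824 transcript clusters, where chance would give 2605.9. Read as genes, 1411 of 21558 changed, 90 higher and 1321 lower, so that 93.6% of changed genes were lower. Over all transcript clusters, passing or not, 68.5% had a log2 change above 0. The median log2 change was -0.34 among lower genes and 0.25 among higher genes, and 210 lower genes but 3 higher genes changed by at least 0.5. The values of both groups did not overlap in 14.5% of transcript clusters, where chance gives 2.86%. A further 800 changed transcript clusters had no listed gene and are unnamed here, 317 of them higher. With limma fitted only to transcript clusters with 1 gene symbol, 2201 genes changed, 442 of them higher, and leaving out Ctrl replicate 2 gave 853. Leaving out Ctrl replicate 1 or 3 gave 896 or 918 genes, and hypg15 replicate 1 or 3 gave 848 or 889. Without any 1 of these 5 arrays, 26 to 37 genes were higher.

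The increases were small and lay more often in dim genes than the decreases did. OR5J2 rose to 141.0% of its Ctrl value, OR52A5 to 134.0%, OR1A1 to 133.4%, OR2G2 to 133.1%, OR52I1 to 133.0%, OR13D1 to 132.6% and OR2S2 to 127.0%. All encode olfactory receptors, odorant receptors of sensory neurons, and their closely related copies can share probes. KRTAP19-4, a hair keratin-associated protein, rose to 127.5%, the histone gene H2BC14 to 124.2% and the POU5F1-related gene POU5F1B to 124.2%. Among other types, the immunoglobulin segment IGHD3-10 rose to 150.2%, the small nuclear RNA pseudogene RNU7-66P to 149.9% and the antisense RNA SIDT1-AS1 to 146.0%. When single arrays were left out, POU5F1B passed the test in no case (adjusted p = 0.0598 to 0.115), H2BC14 passed it only without hypg15 replicate 2 or 3, OR52I1 only without hypg15 replicate 2 or 4, OR2G2 only without Ctrl replicate 1 or 4 and IGHD3-10 only without Ctrl replicate 4 or hypg15 replicate 3 (adjusted p = 0.0508 to 0.110 in the other cases). OR5J2 no longer passed without Ctrl replicate 1 or 2, OR1A1 without Ctrl replicate 1 or 3 or hypg15 replicate 1, and OR13D1 without Ctrl replicate 3 or hypg15 replicate 1 (adjusted p = 0.0542 to 0.0617). Mean log2 values were low for most of these genes, such as 2.94 ± 0.16 (SD, n = 4) in Ctrl for OR5J2, and their median over all higher genes was 4.65 against 6.36 over all genes. With transcript clusters in 10 equal bins by mean log2 value, the median log2 change was 0.09 in the dimmest bin and 0.01 in the brightest, and 188 of the 425 higher transcript clusters (44.2%) but 34 of the 1885 lower ones (1.80%) lay in the 2 dimmest bins. The number of higher genes was 19 when arrays were centred on the dimmest 33.3% of transcript clusters and 41 after cyclic loess, and the share of changed transcript clusters that were lower, 81.6% as deposited, was 96.4% and 92.5%. That centring moves every gene by the same amount. Fitted only to the brighter 50% of transcript clusters, 95 genes were higher, 26 of them among the 90 higher genes of the full comparison.

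**Figure D2:**
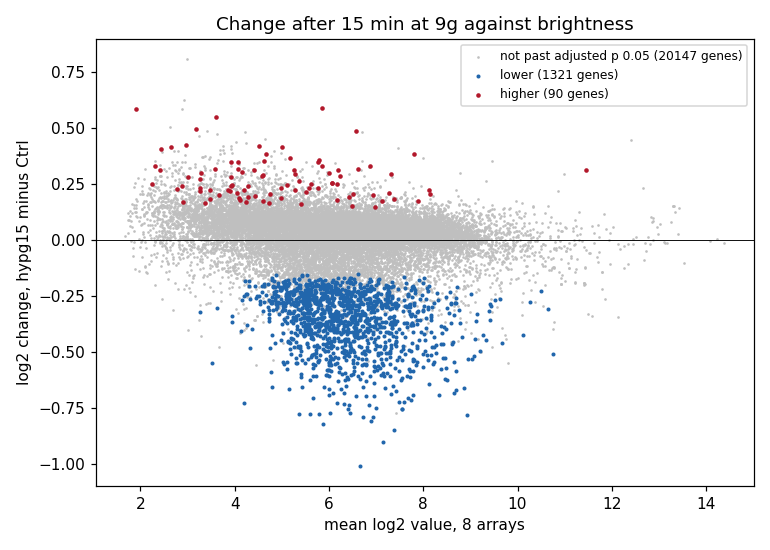
Log2 change (hypg15 minus Ctrl) of each of 21558 genes against its mean log2 value over 8 arrays, with genes past an adjusted p of 0.05 in colour. The 1321 lower genes have a median mean log2 value of 6.24, the 90 higher genes 4.65.

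The study discussed 2 subunits of the vacuolar proton pump, which acidifies organelles, and 9 genes with a CD name. CD47, a signal against phagocytosis, fell to 68.5% of the Ctrl level (log2 change -0.55 ± 0.06, SE, n = 4 per group, limma adjusted p = 0.00177), the sialomucin CD164 to 66.9%, the activation marker CD69 to 71.7%, the complement regulator CD46 to 72.6%, the adhesion receptor CD226 to 76.2%, the adaptor CD2AP to 77.7% and the adhesion receptor CD96 to 82.8%. CD1E, a lipid antigen protein, was at 84.5% of Ctrl and CD53, a tetraspanin, at 88.0%, and neither passed the test (adjusted p = 0.0650 and 0.113). With single arrays left out, CD96 passed it only without hypg15 replicate 4 (adjusted p = 0.0190, and 0.0691 to 0.129 in the others), and CD1E and CD53 passed it without that array (adjusted p = 0.0407 and 0.0421). Of the 9 CD genes, 7 were lower over all transcript clusters and 9 adjusted over the list alone, but the study chose them on these samples, so this is not independent evidence of their direction. The list had an adjusted p of 7.76e-12 in camera and adjusted p = 0.176 with an estimated correlation. ATP6V1A was at 82.1% and ATP6V1D at 89.2% of Ctrl, and neither passed the test (adjusted p = 0.0983 and 0.185). Without Ctrl replicate 4, ATP6V1A passed it (adjusted p = 0.0451). Of the 23 measured genes of the proton pump, 1 fell, ATP6V1C1, to 79.4% of Ctrl, none rose, and adjusted over the list alone 3 were lower and 2 higher, with a list adjusted p of 0.443 in camera. Its median log2 change was 0.03 and its mean -0.02.

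**Figure D3:**
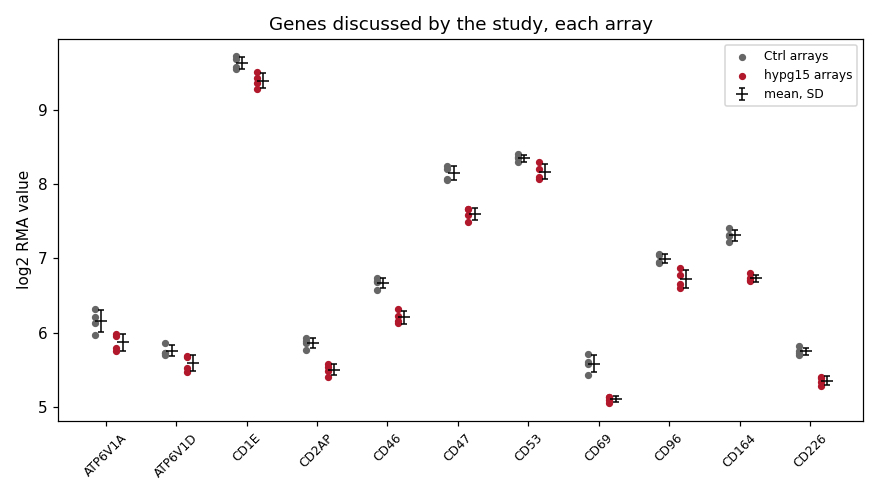
Log2 values of the 11 genes discussed by the study in each of the 8 arrays, with the mean and SD (n = 4) beside each group. CD164 fell from a mean of 7.31 to 6.73, and the groups overlap for ATP6V1A and CD53.

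Many genes that fold and segregate chromosomes fell, and none of them rose. Of 21 cohesin, condensin and SMC genes, which encode the ring complexes that hold and fold chromosomes, 14 fell and 16 were lower adjusted over the list alone, among them SMC4 at 60.0%, SMC2 at 63.0%, STAG2 at 66.3% and NCAPG at 66.5% of Ctrl. Of 53 mitosis genes used as G2/M markers, 26 fell (29 adjusted over the list alone), including the kinesin CENPE at 63.4% and the spindle protein CKAP2 at 66.2%. Of 40 DNA replication genes used as S phase markers, 12 fell (20 adjusted over the list alone), including the deubiquitinase USP1 at 65.5%, the chromatin factor ATAD2 at 67.5%, RAD51AP1 at 73.7% and the helicase BLM at 78.8%. Camera gave adjusted p values of 1.06e-16, 8.41e-17 and 4.42e-12 for these lists, and the adjusted p with an estimated correlation was 0.176, 0.213 and 0.213. Of 33 histone genes of the replication-dependent clusters, 1 rose, H2BC14, also 1 adjusted over the list alone, and the list was higher with an adjusted p of 0.0462 in camera, against adjusted p = 0.592 with an estimated correlation. The histone list lost its call without Ctrl replicate 3 or 4 or hypg15 replicate 1 or 4 (adjusted p = 0.0683 to 0.354).

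A part of the splicing regulators fell as well. The SR and hnRNP list, named for proteins that bind pre-mRNA, held 32 genes, 26 of them protein-coding. Of the 32, 11 fell (22 adjusted over the list alone), including HNRNPR at 61.3%, SRSF11 at 65.5%, SRSF10 at 67.9% and TRA2A at 68.3% of Ctrl. The list had a camera adjusted p of 1.98e-13, and adjusted p = 0.213 with an estimated correlation. Its median log2 change was -0.29, and -0.22 over the protein-coding members. Of 6 lncRNAs listed as nuclear, a location not measured here, MALAT1 fell to 69.0% and 4 were lower adjusted over the list alone. TUG1 was at 75.5% (adjusted p = 0.0502), and passed without Ctrl replicate 4 or hypg15 replicate 4 (adjusted p = 0.0294 and 0.0133). That list had a camera adjusted p of 4.98e-04 and adjusted p = 0.213 with an estimated correlation. Of 434 zinc finger ZNF genes, 44 fell, including ZNF644 at 68.2% and ZNF107 at 70.5%, while adjusted over the list alone 48 were lower and 4 higher. Their median log2 change was 0.0024 and their mean was -0.03, and the list was lower in camera (adjusted p = 0.0119, and adjusted p = 0.213 with an estimated correlation). Of 253 snoRNA and scaRNA genes, SNORD93 rose to 140.1% and SNORD75 to 124.3% and SCARNA15 fell to 76.0%, the same 2 and 1 adjusted over the list alone, with a list adjusted p of 0.880 in camera. With arrays centred on the dimmest 33.3% of transcript clusters, camera called that list higher (adjusted p = 0.0124), although its median log2 change was -0.04. Camera compares the genes of a list with all other genes, so its direction is relative to them. SNORD93 no longer passed without Ctrl replicate 2 or hypg15 replicate 3, SNORD75 without Ctrl replicate 2 or 3 or hypg15 replicate 2, and SCARNA15 without Ctrl replicate 1 or 2 or hypg15 replicate 1 (adjusted p = 0.0503 to 0.0642).

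Chaperones, protein turnover and transport showed decreases in a part of their genes. Of 17 heat shock genes, 7 fell (8 adjusted over the list alone), including the chaperone HSP90AA1 at 67.2%, the HSP70 co-chaperone HSPH1 at 69.9% and CHORDC1 at 73.5% of Ctrl (camera adjusted p = 1.22e-04, and adjusted p = 0.213 with an estimated correlation). Of 36 proteasome genes, 8 fell (11 adjusted over the list alone), including PSMA2 at 60.5%, PSMA3 at 63.3% and PSMD12 at 69.7%. Of 19 COPI and COPII coat genes, which form vesicles between the endoplasmic reticulum and the Golgi, 6 fell (7 adjusted over the list alone), including COPB1 at 59.9% and SEC23A at 79.3%. Of 47 cytosolic ribosomal protein genes, 6 fell (6 adjusted over the list alone), including RPL7 at 69.0% and RPL26 at 70.2%. Of 70 mitochondrial ribosomal protein genes, 8 fell (17 adjusted over the list alone), including MRPL42 at 65.0% and MRPL47 at 68.1%. Of 71 genes listed as nuclear genes of the respiratory chain, 7 fell, including NDUFA12 at 72.2%, ATP5PB at 76.7% and the pseudogene ATP5F1EP2 at 69.8%. Probes of that pseudogene can also read a gene of similar sequence. Adjusted over the list alone, 15 were lower and 1 higher. Camera adjusted p values were 9.89e-07 for the proteasome, 1.95e-06 for the coats, 8.79e-06 for cytosolic and 1.71e-05 for mitochondrial ribosomal proteins and 1.16e-06 for the respiratory chain. The adjusted p with an estimated correlation was 0.362 for cytosolic ribosomal proteins and 0.301 for each of the others. Of 26 genes of the unfolded protein response, ATF6 at 81.8%, SEL1L at 80.8% and EDEM1 at 81.0% fell, and adjusted over the list alone 5 were lower and 1 higher, with a list adjusted p of 0.0780 in camera. Without hypg15 replicate 1 or 4 that list passed (adjusted p = 0.0393 and 0.0330), as it did with the centring on dim transcript clusters (adjusted p = 0.0359), and EDEM1 passed only without Ctrl replicate 4 or hypg15 replicate 4 (0.0560 to 0.0764 in the other cases).

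A few T cell surface and signalling genes fell. Of 30 T cell surface genes, 3 fell, PTPRC, the integrin ITGA4 at 67.2% and the integrin ITGB1 at 79.7% of Ctrl, and adjusted over the list alone 4 were lower and 1 higher (camera adjusted p = 0.0462, and adjusted p = 0.432 with an estimated correlation). Of 31 genes of T cell receptor signalling, 4 fell (4 adjusted over the list alone), the kinase CAMK4 at 73.1%, the PI3K subunit PIK3R1 at 77.3%, the Ras activator RASGRP1 at 86.1% and SOS2 at 88.5% (camera adjusted p = 3.21e-04, and adjusted p = 0.301 with an estimated correlation). Of 41 actin cytoskeleton genes, 8 fell (13 adjusted over the list alone), including ROCK1, the capping protein CAPZA1 at 59.2%, ACTR3 at 69.3% and IQGAP1 at 70.8% (camera adjusted p = 1.80e-04, and adjusted p = 0.310 with an estimated correlation). Of 25 tubulin and dynein genes, DYNC1I2 fell to 87.0% and 6 were lower adjusted over the list alone, with a list adjusted p of 0.133 in camera, a median log2 change of 0.0014 and a mean of -0.03. Of 22 genes of force-sensing channels and calcium entry, TRPM7 fell to 76.9%, ITPR2 to 81.7% and KCNA3 to 84.8% (3 adjusted over the list alone). That list had an adjusted p of 0.880 in camera, with a median log2 change of 0.04 and a mean of -0.01. With single arrays left out, RASGRP1 and DYNC1I2 passed only without Ctrl replicate 4 or hypg15 replicate 4, SOS2 only without hypg15 replicate 4 and KCNA3 only without hypg15 replicate 2 or 3 (adjusted p = 0.0508 to 0.0954 in the other cases). The T cell surface list lost its call without Ctrl replicate 1 or 4 or hypg15 replicate 2 or 3 (adjusted p = 0.0678 to 0.217), and the tubulin and dynein list passed without hypg15 replicate 4 (adjusted p = 0.0309). With the centring on dim transcript clusters the T cell surface list did not pass (adjusted p = 0.0535) and the tubulin and dynein list did (adjusted p = 0.0309).

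Some stress and metabolic genes fell. Of 32 hypoxia and glycolysis genes, 4 fell (6 adjusted over the list alone), including BNIP3L at 72.9% and P4HA1 at 75.2% of Ctrl (camera adjusted p = 0.00523, and adjusted p = 0.340 with an estimated correlation). Of 18 sterol synthesis genes, 4 fell (6 adjusted over the list alone), including HMGCS1 at 64.8% and IDI1 at 76.6% (camera adjusted p = 0.0111, and adjusted p = 0.254 with an estimated correlation). Of 15 p53 and apoptosis genes, MDM2 fell to 78.6% and BIRC2 to 83.9%, and 4 were lower adjusted over the list alone (camera adjusted p = 0.0238, and adjusted p = 0.213 with an estimated correlation). None of 35 immediate early genes passed the test, over all transcript clusters or adjusted over the list alone, including JUND at 110.2% and JUNB at 107.7%, and the list was higher with a median log2 change of 0.06 (camera adjusted p = 0.0397, and adjusted p = 0.301 with an estimated correlation). With arrays centred on the dimmest 33.3% of transcript clusters, the median of the list was -0.01 and it did not pass (camera adjusted p = 0.114). Nor did it pass without Ctrl replicate 2, 3 or 4 or hypg15 replicate 2 (adjusted p = 0.0504 to 0.0760). P4HA1 passed only without Ctrl replicate 4 or hypg15 replicate 4, and BIRC2 no longer passed without Ctrl replicate 1, 2 or 3 or hypg15 replicate 1 or 3 (adjusted p = 0.0505 to 0.0987). None of 23 interferon-stimulated genes and none of 12 YAP/TEAD target genes passed either test, with list adjusted p values of 0.237 for both in camera.

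Markers of other cell types were measured as controls. Of 12 myeloid marker genes, none passed the test over all transcript clusters and 1 was higher adjusted over the list alone, with a median log2 change of 0.07 (camera adjusted p = 0.0451, and adjusted p = 0.432 with an estimated correlation). Of 8 B cell marker genes, MS4A1 rose to 115.6% (1 adjusted over the list alone), with a median of 0.07 (camera adjusted p = 0.0396, and adjusted p = 0.213 with an estimated correlation). Of 11 fibroblast and epithelial marker genes, LUM rose to 117.1% (1 adjusted over the list alone), and none of 12 NK and cytotoxic or 5 erythroid marker genes passed either test. Camera adjusted p values were 0.131, 0.369 and 0.880 for these lists. MS4A1 passed only without Ctrl replicate 2 or hypg15 replicate 4, and LUM only without hypg15 replicate 4 (adjusted p = 0.0537 to 0.0914 in the other cases). The myeloid list lost its call without Ctrl replicate 1 or 2 or hypg15 replicate 2 or 3 and the B cell list without hypg15 replicate 3 (adjusted p = 0.0518 to 0.108), and the myeloid list also with the centring on dim transcript clusters (adjusted p = 0.0780), while the fibroblast and epithelial list passed without hypg15 replicate 4 (adjusted p = 0.0339).

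Over all 16470 protein-coding genes, 1252 fell. Shares of the T cell surface (3 of 30), respiratory chain (7 of 71) and ZNF lists (44 of 434) were not far above that. Mitochondrial ribosomal (8 of 70), unfolded protein response (3 of 26) and hypoxia genes (4 of 32) were a few genes above it. So were cytosolic ribosomal (6 of 47), T cell receptor signalling (4 of 31), p53 (2 of 15) and force-sensing channel genes (3 of 22). The tubulin and dynein (1 of 25) and proton pump lists (1 of 23) lay below it. Across the lists, camera called 19 of 35 lower and 6 higher. None of these 25 calls held with an estimated correlation, and of the 35 ways to split the 8 arrays into groups of 4, other splits called up to 29 lists. With arrays centred on the dimmest 33.3% of transcript clusters, 20 lists were lower and 5 higher relative to other genes. The T cell surface, immediate early and myeloid calls were lost, and the unfolded protein response, tubulin and dynein and snoRNA and scaRNA lists were gained. Among lists called higher there, the histone, microRNA, antisense and LINC and snoRNA and scaRNA lists had median log2 changes of -0.014, -0.0034, -0.0097 and -0.040.

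**Figure D4:**
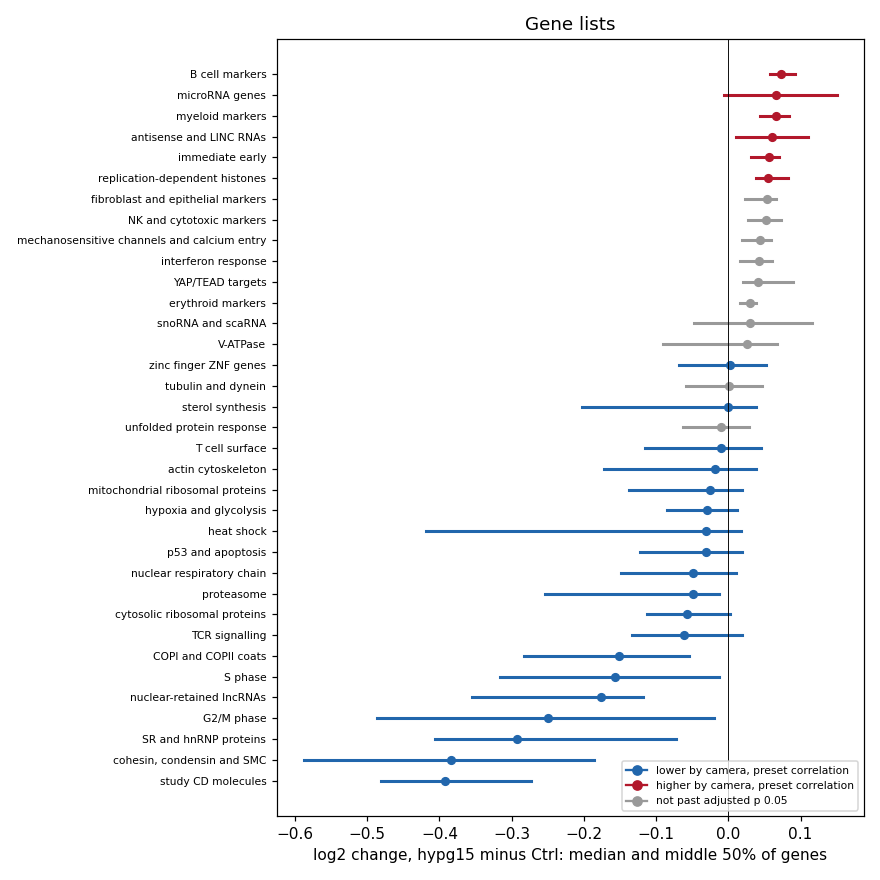
Median log2 change (points) and the middle 50% of genes (bars) of each of 35 gene lists, hypg15 minus Ctrl, with lists past a camera adjusted p of 0.05 at a preset correlation in colour. The cohesin, condensin and SMC list has a median of -0.38 and the G2/M list -0.25.

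Gene types differed between the directions. Protein-coding genes made up 95.6% of lower genes and 62.9% of higher genes, against 76.2% and 77.5% of the other genes (Fisher's exact test, two-sided, p = 8.18e-79 and 0.00207). Genes are not independent replicates in this test, and they were not matched on brightness. Median log2 values were 4.94 for miRNA, 5.52 for lncRNA and 6.55 for protein-coding genes, and higher calls lay more often among dim transcript clusters. A part of the difference between gene types may therefore come from brightness. Among higher genes, 12 were lncRNA genes (13.5%) and 12 were miRNA genes (13.5%), against 4 (0.305%) and 2 (0.153%) among lower genes. Of 1203 genes with an antisense or LINC name, 9 rose and 3 fell, including LINC00924 at 121.6% and LINC02398 at 116.4% of Ctrl, and of 1040 microRNA genes 13 rose and 2 fell, including MIR3143 at 130.5% and MIR181B1 at 63.5%. None of either list passed adjusted over the list alone. The microRNA signals are those of precursor regions and can include host transcripts. Both lists were higher in camera (adjusted p = 0.00127 and 0.0269), with adjusted p = 0.301 with an estimated correlation for each. For higher genes the test no longer passed when only transcript clusters with 1 gene symbol were fitted (73.8% protein-coding), nor at an adjusted p of 0.01, where the share was lower still but only 8 genes were higher (37.5%). The share was 35.5% without hypg15 replicate 1 and 40.7% without Ctrl replicate 1. LINC02398 no longer passed without Ctrl replicate 1, 2 or 3 or hypg15 replicate 2 or 3 (adjusted p = 0.0621 to 0.0752).

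Changed genes were spread unevenly over chromosomes. Chromosomes 5, 18, 4 and 13 held the largest shares of changed genes, 10.8%, 10.7%, 10.6% and 9.64%, and chromosomes 22, 16 and 19 the smallest, 1.04%, 2.03% and 2.13%. Shares were also above those elsewhere on chromosomes 2, 3, 6, 8, 10 and 15 and below them on chromosomes 17 and 20 (Fisher's exact test, two-sided, adjusted p below 0.05 for 15 of 24 chromosomes). On chromosome 19, 31 of 1452 genes changed, where 94.99 would be expected. The direction of the changed genes differed on chromosome 11, with 13 higher and 62 lower, and on chromosome 22, with 3 higher and 2 lower (adjusted p = 0.0140 and 0.0275). Without hypg15 replicate 1, or without hypg15 replicate 3, 9 chromosomes passed, and at an adjusted p of 0.01 there were 5. Genes on a chromosome are not independent replicates.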

Values the study reported

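The study reported 2511 differentially expressed genes on the microarray at a false discovery rate below 0.05. Fewer of them were upregulated than downregulated. With RNA-Seq of the same RNA it called a larger share of changed genes higher than on the microarray. However, few genes upregulated on the microarray were also upregulated in RNA-Seq, while most of its downregulated genes were shared. It proposes RMA normalisation as a likely reason why the skew of the RNA-Seq changes was not kept on the microarray. Protein-coding genes made up 92% of the genes the study found downregulated on the microarray (1703 of 1848), and lncRNA genes 2%. It counted 295 lncRNA genes among the upregulated genes of the microarray, 52% of them. Of the ATP6V1 subunits A and D, only A was called significantly lower on the microarray after 15 min. In RNA-Seq of the same RNA the study called both subunits lower, and its listed CD genes were significantly lower by both methods.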

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

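The tests of dim transcript clusters, olfactory receptor genes, non-coding genes, immediate early genes, array positions, matched and shared chromosomes and matched lists, and the split count of transcript clusters, were chosen after the results they bear on had been seen. For 410 sets of 4 arrays, a value was called far from the others when its gap to the nearest divided by the range exceeded Dixon's 95% critical value for 4 arrays. This happened in 15, where chance would give about 20.5, so the number is no more than chance gives.

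In Ctrl, the array that stood apart read 4.90 for POU5F1B (replicate 1), 5.83 for VPS13C (replicate 4), 5.26 for ATP6V1C1 (replicate 3), 6.67 for CKAP2 (replicate 2), 6.42 for SMC2 (replicate 2), 6.86 for ZNF107 (replicate 4) and 6.43 for PMAIP1 (replicate 2), all log2 values. In hypg15, it read 6.45 for COPS2 (replicate 4), 6.42 for CAMK4 (replicate 2), 6.31 for MRPL47 (replicate 3), 7.12 for PSMA3 (replicate 4), 7.73 for TUG1 (replicate 4) and 5.72 for GZMA (replicate 3). The median of the p53 and apoptosis list lay 0.034 above the Ctrl mean in Ctrl replicate 1. On component 1, Ctrl replicate 4 lay at -5.78.

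The position of Ctrl replicate 4 could come from a mislabelled array. On an axis from the other Ctrl arrays (0) to the hypg15 arrays (1), over transcript clusters called without it, it lay at 0.227 ± 0.01 (SE over transcript clusters, which are not independent), nearer to its own group. On such axes hypg15 replicate 4 lay at 0.705 and the other arrays at -0.02 to 0.07 and 0.813 to 1.07, so no array of either group lay in the place of the other. Without Ctrl replicate 4 and hypg15 replicate 4 together, 1415 genes changed, 1119 of them among the 1321 lower genes of the full comparison and called lower again. A mixed sample or a difference between cultures was not tested.

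Higher calls lay more often among dim transcript clusters. After each array's trend on brightness was removed, 22.5% of the higher transcript clusters (95% interval 16.4% to 29.5%) lay in the 2 dimmest bins, against 44.2% before. A shift of dim signals by background or normalisation could give such a trend, but the correction would remove a trend of expression as well, so both stay open. Olfactory receptor genes other than those named as increases, a set picked because such genes were among them, lay 0.025 above other genes of the same brightness (95% bootstrap interval 0.013 to 0.040). That set keeps other members called higher, and its copies can share probes, so the difference does not decide against a shift by brightness. For lncRNA and miRNA genes, the difference from olfactory receptor genes of the same brightness was not resolved, at -0.012 (interval -0.030 to 0.0022).

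Mitosis genes were lower, and chromosomes had uneven shares of changed genes. A trend with gene span does not account for the mitosis genes, because 0 of 10000 random lists matched on span and brightness had a median as low. After removal of the span trend the G2/M median was -0.26 against -0.25 before. That step could not have moved it far, since median changes of coding genes in 10 bins of span were only 0.015 to 0.050. Decay of short-lived mRNAs after a general stop of transcription would lower immediate early genes if they were expressed and short-lived in these cells, which was not measured. Their median lay 0.021 above that of all genes (95% bootstrap interval 0.012 to 0.032), a distance that centring does not move, against 0.285 below for the G2/M list. The 31 members brighter than the median gene also lay 0.021 above. For chromosomes, 14 of the 15 with an uneven share had one after the span trend was removed, but that step removes only a shift of the mean, while the share of lower genes rose from 0.607% in the shortest of 10 equal bins of coding genes to 14.9% in bin 9 and was 8.01% in the longest. Compared within bins of span 10 chromosomes were uneven, 9 of them among the original 15, and within bins of span and brightness 9, 8 of them among the original 15, so differences in span and brightness may account for a part and the rest stays open, with sequence composition and RNA quality untested.

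Of the 35 splits of the 8 arrays into groups of 4, only the real split (1 of 35) called in limma any transcript cluster, gene, lower gene or higher gene, with 2310, 1411, 1321 and 90 against a highest of 0 in the others. A share of 1 in 35 is the smallest this test can give, and every other split mixes both groups. Chance assignment of arrays is therefore unlikely for these counts but not excluded. It stays open for the number of changed lists, where 3 splits gave at least the 25 of the real split and the highest other gave 29. For the G2/M median's distance from that of all genes, 0.285 in the real split against 0.227 at most in the others, 1 split of 35 was as far, and the same held for 11 of the 35 lists.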

How the results depend on the processing

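The alternatives that leave out both replicates numbered 4, remove a trend with gene span or with brightness, or leave out haplotype clusters were chosen after seeing the data. No gene called in the comparison of all 8 arrays was called in the opposite direction in any setting. Leaving out each array in turn gave 1316 to 2489 changed transcript clusters, 848 to 1538 changed genes, 26 to 97 higher and 817 to 1441 lower genes, 9 to 13 uneven chromosomes, 22 to 27 changed lists and a protein-coding share of 35.5% to 64.2% among higher genes. The upper ends for transcript clusters, genes and lists were those without hypg15 replicate 4 and lay above the values with all 8 arrays, and the cause was not tested. The labels do not say that replicate numbers pair the samples. Deviations of same-numbered arrays correlated only weakly, at 0.04, 0.02, 0.11 and 0.07, which cannot show whether they were prepared or run together. With the number as a replicate block, 1388 transcript clusters and 828 genes changed, 39 higher and 789 lower, with 3 lists higher, 9 uneven chromosomes and a protein-coding share of 36.8% among higher genes. Fitted only to transcript clusters with 1 gene symbol, 2201 genes changed, 442 of them higher (79.9% lower), and 73.8% of higher genes were protein-coding, where fewer transcript clusters enter the adjustment and the shared variance estimate. Centring on the dimmest 33.3% of transcript clusters gave 2209 changed genes, 19 higher and 2190 lower, and moves every gene by the same amount. The brighter 50% of transcript clusters alone gave 95 higher genes, 26 of them among the 90 of the full comparison. The number of higher genes was 41 after cyclic loess, 59 after another quantile normalisation, 158 with array weights, 56 with the span trend removed and 41 with the brightness trend removed, and the cause was not tested. At an adjusted p of 0.01 there were 905 transcript clusters and 644 genes, 8 higher and 636 lower, 16 changed lists with 1 higher, 5 uneven chromosomes and a protein-coding share of 37.5% among higher genes, as a stricter threshold leaves fewer calls. Lists changed numbered 0 with an estimated correlation, 0 lower and 0 higher, fgsea gave 1 higher, and 3 were higher with the span trend removed. Of the calls of single named genes and lists, 9 to 29 were lost when 1 array was left out, 33 with the block, 49 at an adjusted p of 0.01 and at most 25 in any other setting, and up to 17 were gained. ATP6V1A had adjusted p values of 0.0367 to 0.215 over the alternatives and ATP6V1D 0.0591 to 0.375. The T cell surface list lost its call in many settings, among them the block, the brighter 50% of transcript clusters, the mean of all clusters of a gene, the centring on dim transcript clusters, cyclic loess, another quantile normalisation, fgsea, fry and both removed trends. Centring on control probesets could not be run, since the table holds none. Signal over background limits the dim genes, whose probes were not measured against a background here.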

Other observations

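The number of changed genes here was 1411. That is lower than the value quoted from the study above. Counted as transcript clusters, 2310 changed, and 2201 genes changed when only transcript clusters with 1 gene symbol were fitted. Of the 1411 changed genes, 93.6% were lower. The lower share was 81.6% of changed transcript clusters, and 79.9% of changed genes when only transcript clusters with 1 gene symbol were fitted. It therefore depends on which transcript clusters are fitted and counted. In the study, a smaller share of the changed microarray genes was downregulated. The lncRNA share of higher genes here was 13.5%. That is lower than the value quoted from the study above. The lncRNA share of lower genes here was 0.305%. That is lower than the value quoted from the study above. Gene sets and gene types are not the same in both, since the study added Ensembl annotation and RefSeq types of transcript clusters with 1 gene symbol were used here, so neither the count nor the shares are like for like.

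Chromosome 14 was not among the uneven chromosomes, but within bins of span and brightness its odds of holding a changed gene were 1.44 times those elsewhere (Cochran-Mantel-Haenszel test, adjusted p = 0.0249).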
